A study of Mus musculus with 16 samples. Its data were reported in "Crym-positive striatal astrocytes gate perseverative behaviour" (2024).

How the data were processed

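The data were 16 RNA-seq libraries of mouse striatum, 1 IP and 1 Input library from each of 4 Control and 4 Crym KO mice. The authors deposited 1 table of read counts per gene, in whole numbers, with 48795 Ensembl gene identifiers. As the methods of the study describe, ribosomal RNA was depleted, paired-end libraries were sequenced in a single pool, reads were aligned with STAR to mm10 (GRCm38) and HTSeq counted uniquely placed reads; base calls were converted with bcl2fastq 2.17 per the submitters' processing notes. The methods name a RefSeq gene model while the table carries Ensembl identifiers, so the gene model behind the counts is uncertain, and the sources used here do not state whether reads were counted by strand. Gene symbols and positions were taken from the reference annotation of GRCm38, which covered 48349 identifiers, and the other 446 held 0.0892% of all counts and were kept under their identifiers. Total counts per library were 39421209 to 62596661 and 24487 to 27280 genes had at least 1 count. No pair of libraries was identical, and the counts of every pair of replicates within a group differed by more than sampling noise.

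Groups and numbers came from the labels. IP and Input libraries with the same number were from the same mouse, while Control and Crym KO mice with the same number were different animals. Whether the numbers also pair samples was checked by correlating, across genes, deviations from the group means. Over same-number pairs r was 0.347 to 0.648 between Control IP and Control Input, 0.149 to 0.508 between Crym KO IP and Crym KO Input, 0.295 to 0.462 between Control IP and Crym KO IP and 0.178 to 0.408 between Control Input and Crym KO Input, above 0.1 in 4 of 4 pairs each time. Over autosomal genes these were 0.269 to 0.604, -0.0650 to 0.371, 0.0954 to 0.391 and -0.114 to 0.219, and equal numbers were also of equal sex. Crym KO IP 3 correlated less with Crym KO Input 3, labelled as its own mouse (0.149; autosomes -0.0650), than with Crym KO Input 4 (0.372; autosomes 0.244), while Crym KO IP 4 correlated most with its own Input (0.387). Across genotypes, the same number was the closest match for 3 of 4 Control IP libraries and 2 of 4 Control Input libraries. Over autosomal genes Control IP 2 correlated less with Crym KO IP 2 (0.0954) than with Crym KO IP 3 (0.358). A fixed term for the number or for the mouse was an alternative fit, called a block. That the numbers pair mice across genotypes was not established.

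The main test was limma-voom, which the study names, in limma 3.58.1 and edgeR 4.0.16 under R 4.3.3. All 16 libraries were fitted with 4 group means, TMM scaling and no covariate, after the edgeR expression filter, which kept 20645 genes; 15298 identifiers had no counts at all. Moderated two-sided p-values were adjusted by Benjamini-Hochberg over all genes kept, with a threshold of 0.05. The contrasts were Crym KO against Control in IP and in Input, IP against Input in each genotype, and the difference of the Crym KO effects in IP and Input. IP-enriched genes had a log2 ratio of IP over Input above 1 in the mean of both genotypes, with an adjusted p under 0.05. Levels are CPM, counts scaled to the TMM-corrected library size with edgeR, with 0.1 CPM added before taking logs. Exact two-sided permutation tests over 4 against 4 mice were run for single genes, with a smallest possible p of 0.0286. The 95% interval of a count ratio covers counting error only, as it pools the counts of a group and leaves out the spread between mice. Reads are also not independent molecules, so even the counting error may be larger.

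Of 42 fixed gene lists, 18 were cell type markers and the others covered astrocyte and hormone functions, stress, quality and the study's own sets from single-cell sequencing and proteomics, none chosen on these libraries. The sex-linked list was described per library, and 41 were tested with camera at a preset correlation between genes of 0.01, then with an estimated correlation and with fry, adjusted over the lists. The tests, samples, lists, alternatives and naming rule were fixed before the data were examined, except where the text says otherwise. Crym, Rpl22 and a set of marker and thyroid hormone genes, 23 in all, were always named. Per contrast, among genes past the threshold with at least 1 CPM in the higher group and no overlap between groups, the 10 highest and 10 lowest by fold change were named. In the Crym KO contrasts, where fewer than 20 passed, the 10 genes with the smallest p that did not pass were added as values. Up to 4 members per list with the smallest p and, as a group, the genes within 500 kb of Crym completed the rule, and a few of these genes are not reported here. Genes outside it were named where a count was 5 or fewer or a pattern was weighed, as the text says.

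The pipeline was tested on simulated data drawn from the means, spreads and depths of these libraries. Each gene was drawn on its own, without links between genes or between the libraries of a mouse. Changes were given to genes with a mean of at least 1 CPM. The rates below may therefore not hold for the real libraries. In IP, changes of 0.5, 1 and 2 on the log2 scale were called for 68.7%, 92.5% and 98.5% of the genes given them, with 7.39% of calls false, and in Input for 62.7%, 94.0% and 100%, with 4.10% false.

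Alternatives were edgeR quasi-likelihood, DESeq2 1.42.0, sample quality weights, DESeq2 size factors, upper quartile and library-size scaling, no expression filter, a filter of at least 1 CPM in 4 libraries, fits of only the groups compared, blocks by mouse (random or fixed) and by replicate number, sex or the first principal component within groups as a covariate, other definitions of IP-enriched genes, and each library left out in turn. Each of the 35 splits of the 8 mice into 4 and 4 was fitted as the real one was. Copies of the Rpl22 coding sequence (387 bp) were sought among the annotated transcripts with blastn 2.17.0, at 80% identity over 60% of its length. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Raw reads were not analysed here, so guide RNA editing and reads of the tag were not examined.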

Results

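Astrocyte RNA of the mouse striatum was compared between mice with and without an edited Crym gene. Crym encodes μ-crystallin, a cytosolic protein that binds thyroid hormone. The 8 mice expressed Cas9 in all cells and received viruses with guide RNAs into the striatum on both sides, either against Crym (4 mice, Crym KO) or against GFP (4 mice, Control). A further virus made astrocytes carry a tagged ribosomal protein (Rpl22-HA), so that an antibody against the tag pulled down astrocyte ribosomes with the RNA on them (IP, rich in astrocyte RNA). Part of the same lysate was kept as bulk striatal RNA (Input). The 16 RNA-seq libraries fell into 4 groups of 4. Replicates within a group were separate mice, and the IP and Input library of a mouse shared its number. Total gene counts per library were 52632309 to 61368342 in Control IP and 54638951 to 62596661 in Crym KO IP. They were 44374034 to 54235574 in Control Input and 39421209 to 49871036 in Crym KO Input. By their counts of Xist and of the Y-linked Ddx3y, mice 1 and 2 of each genotype were female and mice 3 and 4 male.

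The first question was whether Crym itself was lost, and from which RNA. Crym (ENSMUSG00000030905, minus strand of chromosome 7, 120186380 to 120202111 in mm10) fell in astrocyte RNA to 34.9% of its Control level, a log2 fold change of -1.52 (SE 0.16, 4 mice against 4, limma adjusted p = 0.000514). Its level in Control IP was 222, 125, 189 and 213 CPM (counts scaled to library depth, as edgeR gives them) in mice 1 to 4 (mean 187 ± 43.8, SD). In Crym KO IP it was 68.6, 66.0, 47.9 and 76.0 CPM (mean 64.6 ± 11.95), below every Control mouse. In bulk striatum Control Input held 52.9, 51.8, 64.6 and 54.1 CPM (mean 55.8 ± 5.90). Crym KO Input held 52.5, 41.0, 42.4 and 41.4 CPM (mean 44.3 ± 5.46), a log2 fold change of -0.34 (SE 0.17, adjusted p = 0.730). Exact two-sided permutation tests over the 4 against 4 mice gave p = 0.0286 in IP, the smallest that 70 arrangements allow, and p = 0.0571 in Input. Crym was enriched by the pull-down at a log2 ratio of 1.71 over Input in Control mice and 0.53 in Crym KO mice. The IP minus Input value per mouse differed between genotypes by the same exact permutation test (p = 0.0286). That permutation test was not planned and reuses the IP values. In the planned limma test of this difference Crym did not pass, nor did it in edgeR, while DESeq2 called it (adjusted p = 0.00103). The fall in IP missed the adjusted threshold when only the 8 IP libraries were fitted (-1.52, adjusted p = 0.0621) and within either sex, with 2 mice per group (females -1.30, adjusted p = 0.140; males -1.74, adjusted p = 0.0629). Over its 23 alternatives the adjusted p ran from 1.55e-18 to 0.140.

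**Figure D1:**
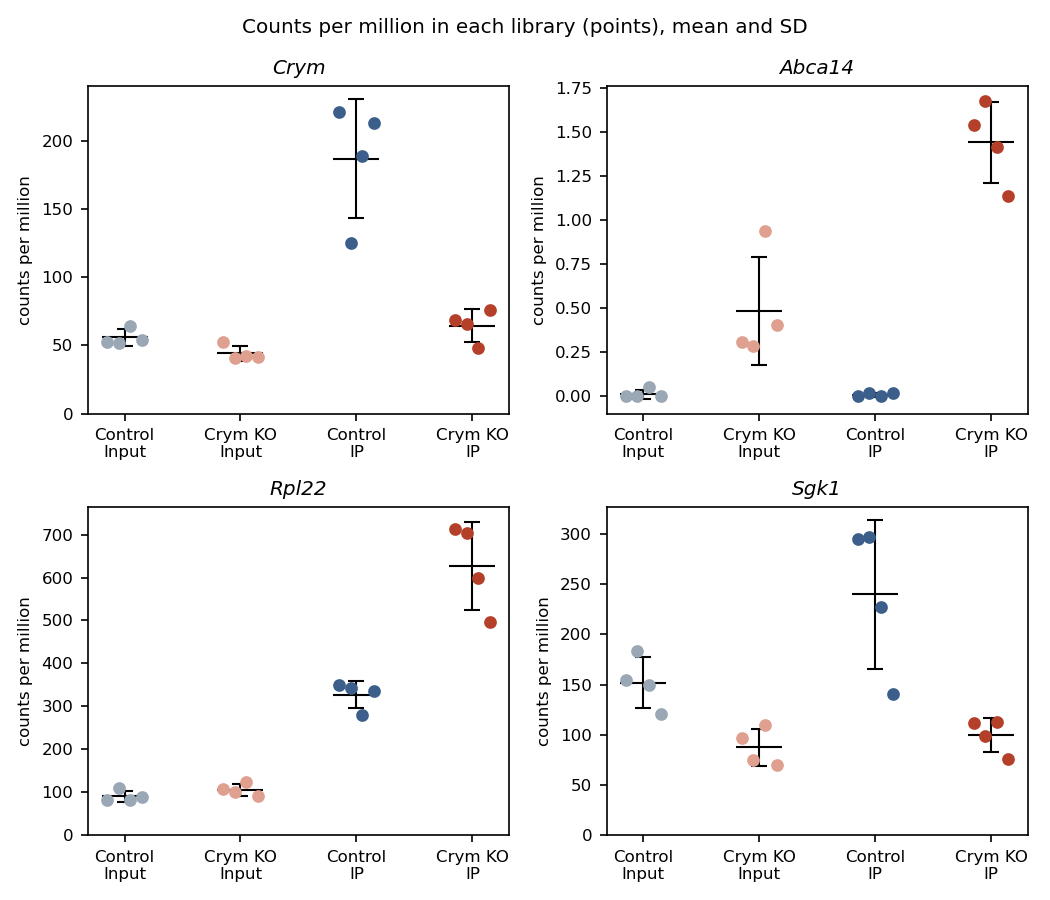
Level in CPM (vertical axes) of Crym, Abca14, Rpl22 and Sgk1 in the 4 groups of 4 mice; points are libraries and bars the mean ± SD. Crym averaged 187 CPM in Control IP against 64.6 CPM in Crym KO IP, and Rpl22 averaged 327 against 628 CPM.

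The main question was which genes change with Crym in the astrocyte-rich RNA, answered by Crym KO IP against Control IP. Of 20645 genes tested, 7 passed, 4 higher and 3 lower in Crym KO. The largest rise was that of Abca14, a member of the ABC transporter family and the next gene along the chromosome from Crym (log2 fold change 6.50, SE 0.66, adjusted p = 0.000514). Rpl22, the gene of the tagged protein, rose 1.91-fold (0.93, SE 0.12, adjusted p = 0.00367), from 327 ± 31.6 to 628 ± 103 CPM (SD, n = 4 each). So did a pair of genes with copies of its sequence, Rpl22-ps1 (0.99, SE 0.13, adjusted p = 0.00344) and Gm13196 (0.80, SE 0.11, adjusted p = 0.00574). Reads of Rpl22 could be divided among such copies in the counting, so which of them changed is uncertain. Beside Crym, Nts, the precursor of the neuropeptide neurotensin, fell to 46.2% of its Control level (-1.11, SE 0.14, adjusted p = 0.00344; 11.3 to 5.20 CPM). Senp7, a SUMO protease, fell slightly (-0.28, SE 0.05, adjusted p = 0.0482), and its call was lost in 14 of 24 alternatives, including those without Control IP 1 or 2 or any of Crym KO IP 1 to 4 (adjusted p up to 0.186). Abca14, Nts and Senp7 were not among the genes enriched by the pull-down as defined here. As IP also held RNA of other cells, these 3 changes cannot be placed in astrocytes. All 7 genes had no overlap between the 4 Control and 4 Crym KO libraries. Chance gives this to 2.86% of unselected genes, but these 7 were picked on the same libraries, so it adds no support. At an unadjusted p under 0.05 there were 1583 genes.

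Just short of the threshold in astrocyte RNA stood Sgk1, a kinase induced by glucocorticoids, with a log2 fold change of -1.22 (SE 0.21, adjusted p = 0.061), Ddit4, an inhibitor of mTOR signalling, with -0.30 (SE 0.05, adjusted p = 0.0690), and the Wnt target Axin2 with 0.28 (SE 0.05, adjusted p = 0.061). The RNA component of RNase MRP, Rmrp, had -1.03 (adjusted p = 0.0687), and the Rpl22 copies Gm9457 and Gm12005 had 1.00 (adjusted p = 0.061) and 0.93 (adjusted p = 0.0776). Cntnap1 (-0.31), 9330102E08Rik (-0.36), Eif2b3 (-0.24) and Tmem35a (-0.23) completed the 10 genes with the smallest p that did not pass. By edgeR 9 genes passed, Rmrp (adjusted p = 0.0185) and Sgk1 (adjusted p = 0.0352) among them. By DESeq2 71 did (17 higher, 54 lower). With the replicate number, which followed sex, fitted as a block, 43 genes passed (8 higher, 35 lower), including all 7. They held Sgk1 (adjusted p = 0.000960), Axin2 (0.00935), Ddit4 (0.0490) and Rmrp (0.0340). Also among the lower ones were the interferon-induced Isg15 (adjusted p = 0.00935) and Mx1 (0.0340) and the NF-κB inhibitor Nfkbia (0.00935), named after their values were seen. Leaving out 1 library brought Sgk1 and Rmrp past the threshold (Control IP 4, adjusted p = 0.00127 each). The same held for Axin2 (Control IP 4, 0.0196, or Crym KO IP 1, 0.0200), Cntnap1 (Control IP 1, 0.00964), Ddit4 (Control IP 3, 0.0499), Gm9457 (Crym KO IP 4, 0.00437) and Gm12005 (Crym KO IP 4, 0.0158). Leaving out Control IP 4 gave 36 genes and leaving out Control IP 3 gave 11. Without both libraries of Control mouse 4, a choice made after seeing the data, there were 61 (5 higher, 56 lower).

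Among the 1566 genes enriched by the pull-down, 6 passed, 5 higher and 1 lower, when the adjustment covered those genes alone. Crym was the gene that fell (adjusted p = 7.80e-05). The 5 that rose were Rpl22 and its copies Rpl22-ps1 (both adjusted p = 0.000464), Gm13196 (0.000653), Gm9457 (0.00925) and Gm12005 (0.0128). At an unadjusted p under 0.05 there were 179 of these genes. With upper quartile or library-size scaling 5 passed, all of them higher, because the mean log2 ratio of IP over Input of Crym went from 1.12 to 0.96 and 0.93, below the 1 that defined these genes. Crym itself still passed over all genes there. The count was 72 with the replicate number as a block (11 higher, 61 lower), 105 without Control IP 4 and 10 without Control IP 3.

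Abca14 (ENSMUSG00000062017, plus strand of chromosome 7, 120203961 to 120325352) starts 1850 bp beyond the start of Crym and is transcribed away from it. It was almost unread in Control mice, with 0, 1, 0 and 1 counts in IP and 0, 0, 3 and 0 in Input. In Crym KO it had 79, 92, 82 and 65 counts in IP and 16, 15, 46 and 17 in Input. The ratio of depth-corrected counts was 158 in IP (95% counting interval 43.3 to 1307) and 33.6 in Input (11.1 to 166), intervals that cover counting error only. Its level in Crym KO IP stayed low, at 1.44 ± 0.230 CPM (SD, n = 4). The other 16 genes tested within 500 kb of Crym had log2 fold changes in IP from -0.22 to 0.81 with a median size of 0.0651. Of these 1 had an unadjusted p under 0.05 and none (0) passed the adjusted threshold in limma. The largest of them was Anks4b, on the other side of Crym, with 0.81 (SE 0.50).

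**Figure D2:**
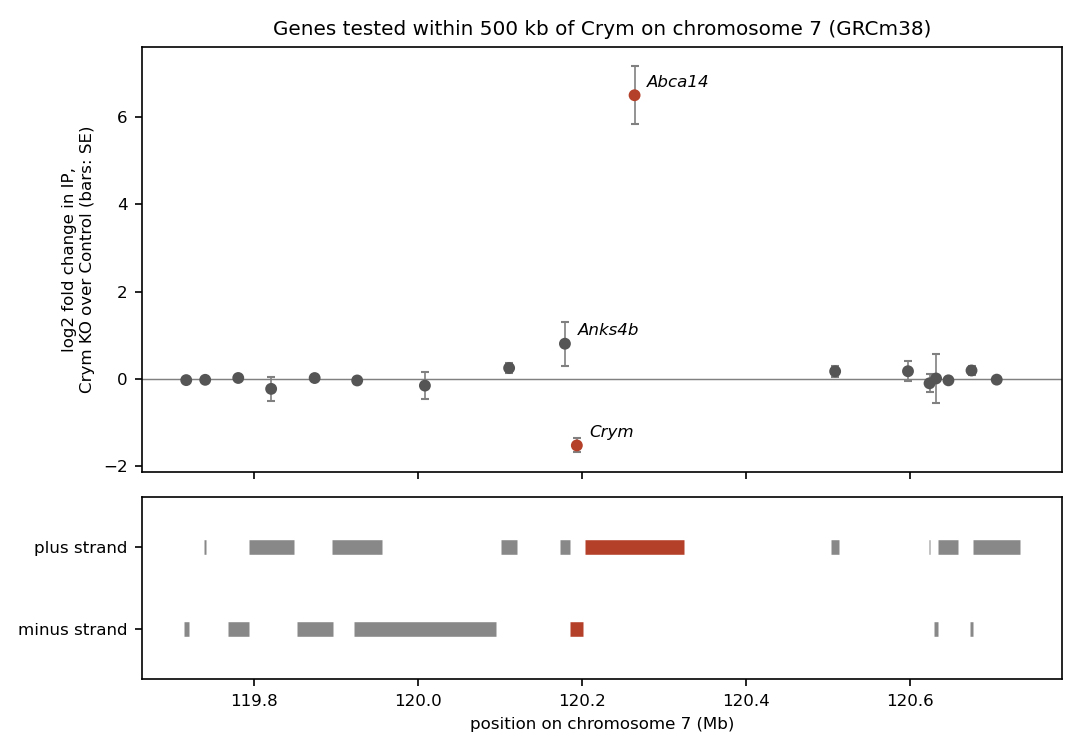
Log2 fold change, Crym KO IP against Control IP, with SE bars, of the genes tested within 500 kb of Crym, at their positions on chromosome 7, with gene extents by strand. Abca14 stood at 6.50 and Crym at -1.52, and the other 16 genes lay between -0.22 and 0.81.

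Gene groups asked which cell types and pathways of the astrocyte fraction moved. Of 41 fixed lists, 15 passed in Crym KO IP against Control IP by camera with a preset correlation between genes (7 higher, 8 lower). None (0) passed with an estimated correlation (lowest adjusted p = 0.338, 2 lists at an unadjusted p under 0.05) or by fry (4 at an unadjusted p under 0.05), so each p below is given in both forms. No list member passed over all genes. The oligodendrocyte list was lower, with all 14 members negative (median log2 fold change -0.32, adjusted p = 4.22e-10, adjusted p = 0.575 with an estimated correlation). When adjusted over the list alone 9 were lower. Its examples were the myelin genes Cldn11 (-0.41), Mag (-0.38), Mal (-0.35) and Cnp (-0.29), and in bulk striatum its median was 0.03. The list of type I interferon genes, the antiviral response, was lower, with all 17 members negative (median -0.87, adjusted p = 1.87e-08, adjusted p = 0.632 with an estimated correlation). Among them were Isg15 (-1.15), Rtp4 (-0.90), Xaf1 (-0.81) and Stat2 (-0.53), and 0 passed when adjusted over the list alone. With the replicate number as a block all 17 did so (adjusted p = 1.58e-23 for the list, adjusted p = 0.234 with an estimated correlation).

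Glucocorticoid-response genes were lower (median -0.18, 10 of 15 negative, adjusted p = 0.000197, adjusted p = 0.575 with an estimated correlation). When adjusted over the list alone 6 were lower, among them Sgk1 (adjusted p = 0.000301), Nfkbia (-0.53, adjusted p = 0.00201), Tsc22d3 (-0.39) and Cdkn1a (-0.39). Lymphocyte and antigen-presentation genes (median -1.02, 8 of 9 negative, adjusted p = 0.0113) and microglia genes (median -0.25, 12 of 15 negative, adjusted p = 0.0130) were also lower. Each had an adjusted p = 0.632 with an estimated correlation. Leaving out Control IP 2 or 3 ended the first call (adjusted p up to 0.0811), and leaving out Control IP 3 or Crym KO IP 3 or 4 ended the second (up to 0.158). The p53 list (median -0.10, 13 of 16 negative, adjusted p = 0.0113, adjusted p = 0.632 with an estimated correlation) was lower. It held opposite members past the threshold when adjusted over the list alone, the stress cytokine Gdf15 at 1.42 and the cell cycle inhibitor Cdkn1a at -0.39. Its call was lost without Control IP 1 or Crym KO IP 3 (up to 0.1004). Endothelial genes (median -0.20, adjusted p = 0.0483, adjusted p = 0.632 with an estimated correlation) lost their call without any of Control IP 2, 3 and 4 and Crym KO IP 1, 2 and 4 (adjusted p up to 0.163). Itm2a (-0.41) among them was lower when adjusted over the list alone. Cytosolic ribosomal protein genes were slightly lower (median -0.05, 56 of 81 negative, adjusted p = 0.00715, adjusted p = 0.656 with an estimated correlation), a call lost without Control IP 1 or Crym KO IP 3 (up to 0.218).

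Astrocyte genes stood slightly higher in Crym KO IP. Genes found in Crym-expressing astrocytes by single-cell sequencing of other samples had a median of 0.12 with 110 of 124 positive (adjusted p = 4.21e-11, adjusted p = 0.632 with an estimated correlation). Among them were the transcription factors Lhx2 (0.33) and Sox9 (0.30) and the secreted Dkk3 (0.18). General astrocyte markers had a median of 0.12 with 18 of 20 positive (adjusted p = 0.000197, adjusted p = 0.632 with an estimated correlation), and included the glutamate transporter Slc1a2 (0.25) and glutamine synthetase Glul (0.12). The astrocyte calcium, potassium and gap junction list was higher too (median 0.07, 21 of 23 positive, adjusted p = 0.00780, adjusted p = 0.398 with an estimated correlation). All 3 calls were lost without Control IP 2, the library lowest in astrocyte markers, at adjusted p = 0.105, 0.269 and 0.0593. The cholesterol-synthesis list was higher, with all 18 members positive (median 0.08, adjusted p = 1.29e-05, adjusted p = 0.612 with an estimated correlation) and the sterol oxidase Msmo1 at 0.11. None (0) of them passed when adjusted over the list alone. The medium spiny neuron list was higher, with 11 of 11 positive (median 0.12, adjusted p = 0.00152, adjusted p = 0.632 with an estimated correlation, and adjusted p = 0.0621 without Crym KO IP 1). Here too 0 passed when adjusted over the list alone. Mural cell genes (median 0.13, 7 of 9 positive, adjusted p = 0.0189, adjusted p = 0.575 with an estimated correlation) lost their call without Control IP 2 or Crym KO IP 4 (up to 0.140). Vtn (0.30) was higher when adjusted over the list alone.

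**Figure D3:**
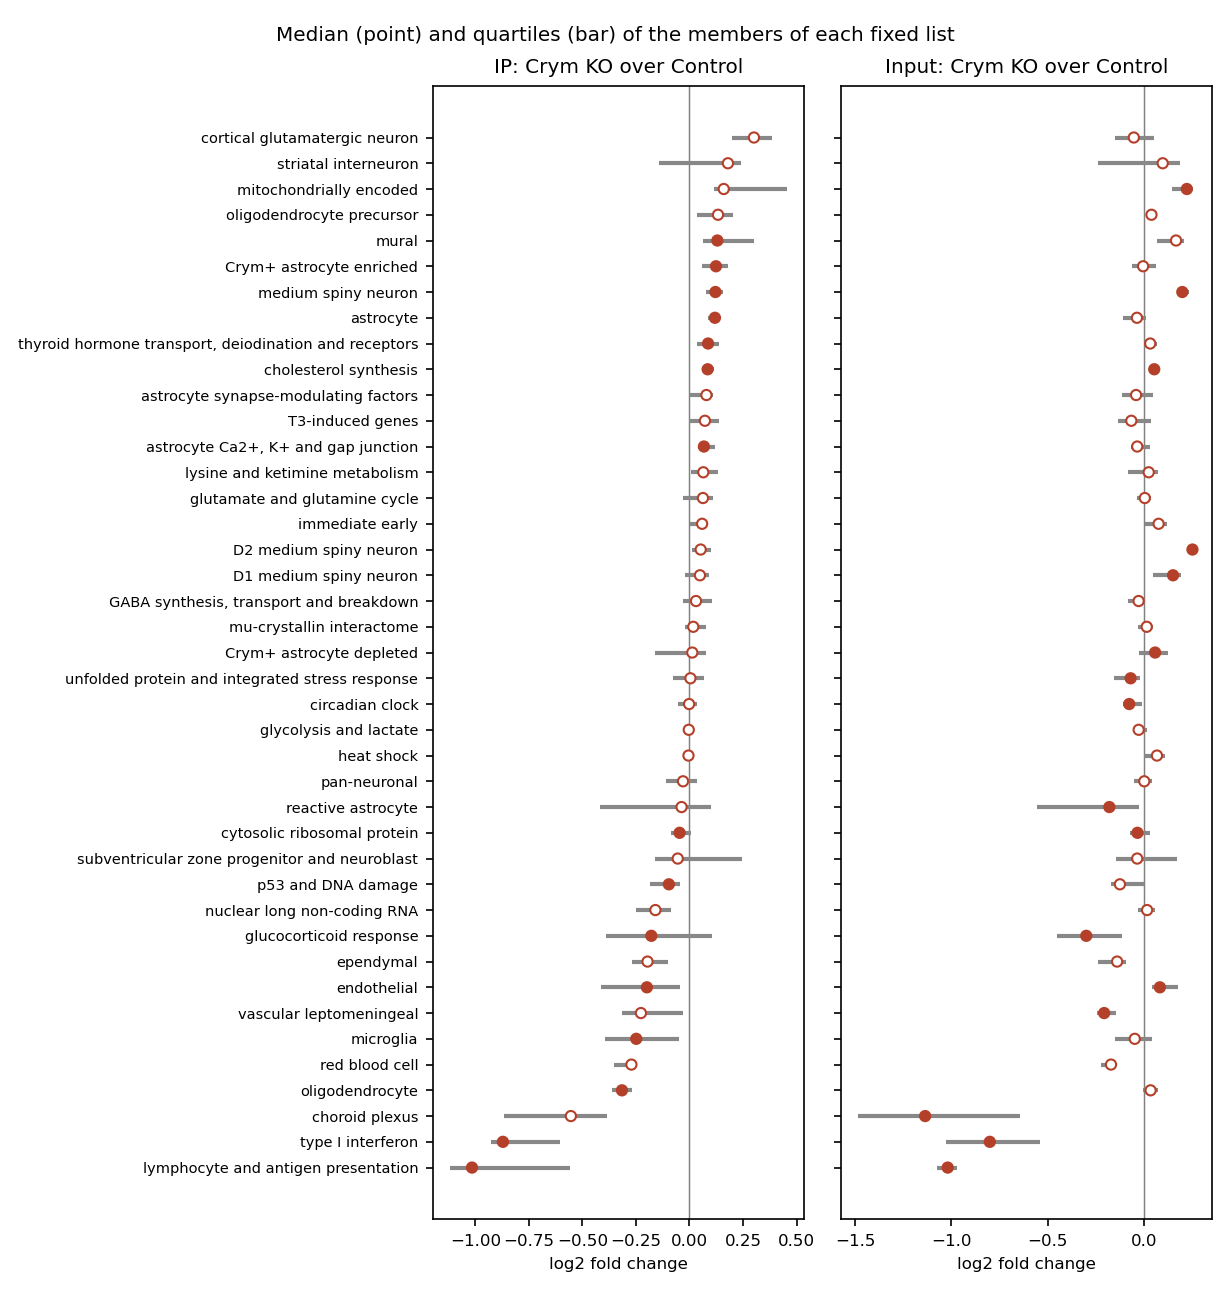
Median log2 fold change with quartile bars of each fixed gene list, Crym KO against Control, in IP and in Input; filled points passed camera with the preset correlation and open points did not. The type I interferon list sat at -0.87 in IP and -0.80 in Input, and the oligodendrocyte list at -0.32 and 0.03.

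Since μ-crystallin binds thyroid hormone, the thyroid hormone genes were read on their own. The transporters, deiodinases, receptors and cofactors of thyroid hormone were slightly higher in astrocyte RNA, with 18 of 20 positive (median 0.09, adjusted p = 0.00223, adjusted p = 0.338 with an estimated correlation) and 0 passing when adjusted over the list alone. Examples were the corepressor Ncor1 (0.27), the coactivator Ncoa1 (0.10), the receptor Thrb (0.14) and the activating deiodinase Dio2 (0.14). In bulk striatum the median was 0.03 (adjusted p = 0.325). Genes induced by the hormone T3 did not pass in either fraction, with medians of 0.07 in IP (adjusted p = 0.119) and -0.07 in Input (adjusted p = 0.528). The T3 targets Hr and Klf9 had log2 fold changes of 0.15 and -0.03 in IP. Genes of GABA synthesis, transport and breakdown did not pass (0.03 in IP, adjusted p = 0.357; -0.03 in Input, adjusted p = 0.297). The astrocyte GABA transporter Slc6a11 had -0.03 in IP and -0.37 in Input (SE 0.16, adjusted p = 0.673), and the GABA-producing enzyme Maob had 0.06 in IP. Proteins found near μ-crystallin by proximity labelling in other samples had genes with a median of 0.02 in IP (adjusted p = 0.0824) and 0.01 in Input (adjusted p = 0.479), with both medians below 0 under library-size scaling. Of these genes Cntnap1 was lower in IP when adjusted over the list alone (adjusted p = 0.00561). The glutamate and glutamine cycle (0.06, adjusted p = 0.444) and lysine and ketimine metabolism (0.06, adjusted p = 0.139) did not pass in IP.

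In bulk striatum, where all cell types contribute, 2 of 20645 genes passed between Crym KO Input and Control Input. Abca14 rose (log2 fold change 4.80, SE 0.70, adjusted p = 0.0329) and Ighv1-50, an immunoglobulin heavy chain segment, fell (-4.18, SE 0.61, adjusted p = 0.0329) from 40, 37, 56 and 40 counts in Control Input to 0, 1, 8 and 4 in Crym KO Input. Both lay under 1 CPM and so outside the naming rule, and were named after their values were seen. Among the 10 genes with the smallest p that did not pass were Ddit4 (-0.37, SE 0.06, adjusted p = 0.0896), and the transcription factors Zic1 (-1.04, SE 0.18, adjusted p = 0.121) and Zic4 (-0.95, adjusted p = 0.397). Further ones were the 7S RNA gene Rn7s1 (-0.44, adjusted p = 0.296), the endoplasmic reticulum stress gene Herpud1 (-0.26, adjusted p = 0.369) and the GABA receptor subunit Gabra2 (0.21, adjusted p = 0.411). Cib2 (-0.33), Osbpl5 (-0.30), Arl4c (-0.23) and Gm43398 (-1.83) completed them. At an unadjusted p under 0.05 there were 1459 genes. By edgeR 3 passed (Zic1 among them, adjusted p = 0.0279) and by DESeq2 47 (14 higher, 33 lower). With the replicate number as a block 15 passed (2 higher, 13 lower), including both genes. Among the others, named after their values were seen, were Zic1 (adjusted p = 0.0130), Lhx9 (0.0219), Tsc22d3 (0.0337), Sgk1 (0.0378) and Ddit4 (0.0378). The count fell to 0 in limma without any 1 of Control Input 1, 2 or 4 or Crym KO Input 1, 2 or 4 (1045 to 1846 genes at an unadjusted p under 0.05) and was 3 without Crym KO Input 3.

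Gene groups moved in bulk striatum as well, with 16 of 41 lists past the threshold by camera with the preset correlation (7 higher, 9 lower). None (0) passed with an estimated correlation (lowest adjusted p = 0.510, 1 at an unadjusted p under 0.05) and none (0) did by fry (2 at an unadjusted p under 0.05). The list of medium spiny neuron genes, markers of the main striatal neurons, was higher, with 11 of 11 positive (median 0.20, adjusted p = 2.89e-08, adjusted p = 0.619 with an estimated correlation). Of these 4 were higher when adjusted over the list alone, among them Bcl11b (0.27), Pde10a (0.25) and Arpp21 (0.18) with an adjusted p = 0.0424 each, and 0 over all genes. Markers of D2 neurons were higher too (median 0.25, 5 of 6 positive, adjusted p = 0.00761, adjusted p = 0.619 with an estimated correlation), and Penk (0.27) and Sp9 (0.28) were so when adjusted over the list alone. Markers of D1 neurons had a median of 0.15 (8 of 9 positive, adjusted p = 0.0333, adjusted p = 0.645 with an estimated correlation). In the same libraries thalamus markers, chosen after the data were seen, had lower values in Crym KO, with a median of -0.28 over 12 further markers (10 of 12 negative). The D2 call was lost without Control Input 2 (adjusted p = 0.0639), and the D1 call without any of 4 libraries, Control Input 2 and 4 and Crym KO Input 1 and 3 (up to 0.155). Transcripts encoded in the mitochondrion were higher (median 0.22, 11 of 12 positive, adjusted p = 0.00195, adjusted p = 0.619 with an estimated correlation), a call lost without Control Input 4 or Crym KO Input 3 (up to 0.0690).

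The glucocorticoid-response list was lower in bulk striatum, with 14 of 15 members negative (median -0.30, adjusted p = 4.17e-08, adjusted p = 0.510 with an estimated correlation). When adjusted over the list alone 4 were lower, namely Ddit4 (adjusted p = 0.000195), Tsc22d3 (-0.43), Sgk1 (-0.80) and Nfkbia (-0.48). The interferon list was lower, with 17 of 17 negative (median -0.80, adjusted p = 0.000574, adjusted p = 0.735 with an estimated correlation) and 0 passing when adjusted over the list alone. The lymphocyte and antigen-presentation list was lower, with 8 of 9 negative (median -1.02, adjusted p = 0.000469, adjusted p = 0.619 with an estimated correlation) and 0 passing when adjusted over the list alone. The interferon score of a library, the mean log2 level of its members centred within each fraction, was 1.38, 0.50, 0.54 and -0.87 in Control IP and 0.19, 0.40, -1.03 and -1.11 in Crym KO IP. Control was higher in all 4 pairs of equal number and sex, and Control mouse 4 lay below Crym KO mice 1 and 2 and above 3 and 4. Genes of the unfolded protein response were slightly lower (median -0.07, 11 of 13 negative, adjusted p = 0.00410, adjusted p = 0.619 with an estimated correlation). The chaperone Hspa5 (-0.16), Sdf2l1 (-0.28) and Herpud1 were lower when adjusted over the list alone. Choroid plexus genes (median -1.14, 6 of 6 negative, adjusted p = 0.0418, adjusted p = 0.735 with an estimated correlation) were lower. Control Input 4 held 578 CPM of the choroid plexus transcript Ttr, and without it the adjusted p of the list was 0.874. The call was also lost without any of Crym KO Input 1 to 4. Reactive astrocyte genes (median -0.18, 24 of 32 negative, adjusted p = 0.0228, adjusted p = 0.834 with an estimated correlation) lost their call without Control Input 2 or Crym KO Input 4 (up to 0.158). So did vascular leptomeningeal genes (median -0.21, adjusted p = 0.0239, adjusted p = 0.619 with an estimated correlation) without any of 4 libraries, Control Input 3 and 4 and Crym KO Input 3 and 4 (up to 0.192). Astrocyte markers (-0.04, adjusted p = 0.123), microglia (-0.05, adjusted p = 0.528) and genes of Crym-expressing astrocytes (-0.01, adjusted p = 0.836) did not pass in bulk.

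**Figure D4:**
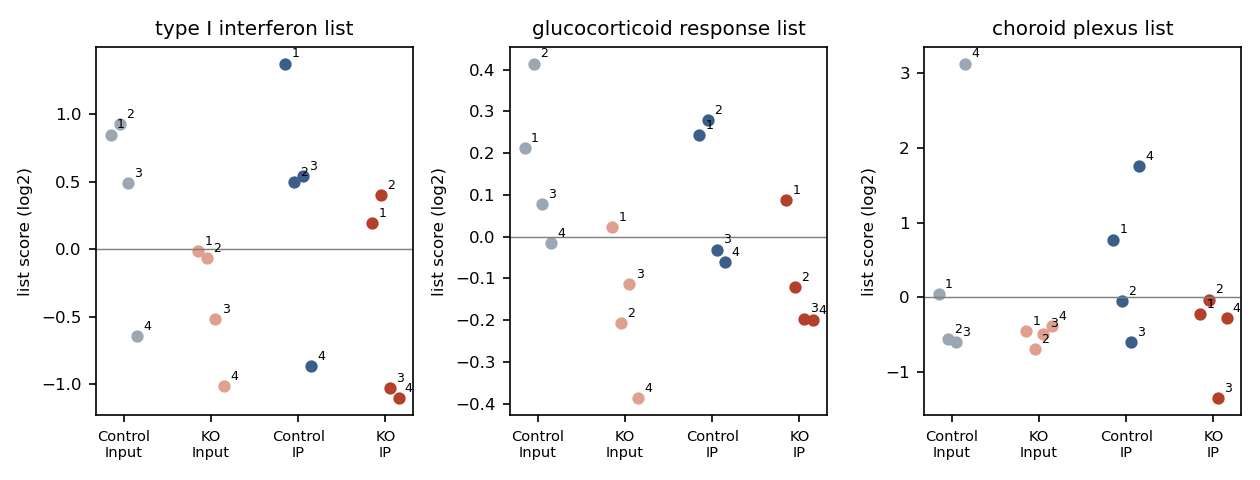
Score per library (mean log2 level of a list's members, centred within IP and within Input) of the type I interferon, glucocorticoid-response and choroid plexus lists in the 4 groups, with mouse numbers beside the points. Control mouse 4 had the lowest interferon score of its group in IP (-0.87) and the highest choroid plexus score in Input (3.12).

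Whether the Crym KO differences belonged to the astrocyte fraction was asked by testing the difference in IP against that in Input. No gene (0 of 20645) passed this test in limma, with 704 at an unadjusted p under 0.05 and a smallest adjusted p = 1.00. This fit left out the pairing of the IP and Input library of a mouse. With the mouse as a random or a fixed block 0 genes passed as well. In edgeR 0 passed (714 at an unadjusted p under 0.05). DESeq2, whose adjustment can leave out genes of few counts, called 2, Crym (adjusted p = 0.00103) and Nts (adjusted p = 0.00176). Both were lower in IP relative to Input and named after their values were seen. In that test 727 had an unadjusted p under 0.05. Leaving out Control mouse 4 gave 1 gene in limma. Across the 20645 genes the log2 fold changes in IP and Input correlated with r = 0.360 (Spearman rho = 0.240), and 60.01% had the same sign. This is a correlation across genes, which are not independent replicates, and each mouse gave both libraries.

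The pull-down itself was read from Control IP against Control Input, which shows what RNA the tagged ribosomes held. Astrocyte genes were strongly enriched, with 20 of 20 markers higher (median log2 ratio 1.86). Among them were the folate enzyme Aldh1l1 (2.13, SE 0.09, adjusted p = 6.11e-12), the gap junction gene Gja1 (2.16), Gfap (2.72), Sox9 (2.02), Slc1a2 (1.74), Slc6a11 (1.72), the potassium channel Kcnj10 (1.56) and S100b (1.24). Rpl22 itself was higher (1.87), as were Maob (2.11) and Dio2 (1.42). Microglia markers were lower in 15 of 15 (median -4.68), with Cx3cr1 at -4.66, and endothelial markers in 13 of 13 (median -3.57), with Cldn5 at -4.23. Neuronal genes went both ways, as Rbfox3 fell by 0.37 and Drd1 rose by 0.60. Oligodendrocyte genes were higher in 8 of 14 (median 0.36), a list that did not pass (adjusted p = 0.187). Drd2 (0.26, adjusted p = 0.0575), Mbp (-0.14, adjusted p = 0.283) and Fos (0.26, adjusted p = 0.0689) did not pass either. Of the thyroid hormone genes, Thra had -0.28, Thrb -0.05, Hr -0.07 and Klf9 0.19, the last no longer past the threshold without Control mouse 3 (adjusted p = 0.0768).

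In all, 15540 genes differed between Control IP and Control Input (7585 higher, 7955 lower), of which 1510 were over 2-fold higher and 4208 over 2-fold lower. In Crym KO 15291 differed (7471 higher, 7820 lower), and 14147 of the 14149 genes called in both had the same sign. Groups did not overlap for 13718 of the 15540 Control genes. These were picked on the same libraries, so the 2.86% that chance gives to unselected genes is no reference for them. With upper quartile scaling the Control split was 5536 higher and 9847 lower (36.0% higher, against 48.8%). With library-size scaling it was 5123 and 10267 (33.3%). Those scalings moved the median of all genes by -0.16 and -0.19, so ratios near 0 have a direction only relative to that median. Among the 10 genes most enriched were the interferon-induced Gbp10 (3.12, SE 0.89, adjusted p = 0.00461), the reactive astrocyte gene Lcn2 (2.96, adjusted p = 0.0297, but 0.0508 to 0.0793 without any 1 of the Control mice), and the p53 target Eda2r (2.76). The others were the transporter Slc43a3 (2.78), the transglutaminase Tgm1 (3.00), the cilium genes Tctex1d4 (3.00), Tsnaxip1 (2.97) and Lrrc71 (2.97), and 1700012B09Rik (2.87) and Gm17455 (2.79). Those most depleted were the mitochondrial mt-Nd6 (-6.64), mt-Rnr2 (-6.05) and mt-Rnr1 (-5.67), the small RNAs Rn7s6 (-5.98), Gm22513 (-5.74), Rmrp (-5.60) and Rn7s1 (-5.56), and the immune genes Igkv5-39 (-5.68), Spi1 (-5.65) and Ccl9 (-5.58).

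Of the fixed lists, 31 of 41 passed in Control IP against Input by camera with the preset correlation (21 higher, 10 lower) and 36 by fry. None (0) passed with an estimated correlation (lowest adjusted p = 0.0626, 8 at an unadjusted p under 0.05). Beside the astrocyte markers (adjusted p = 1.57e-11, adjusted p = 0.217 with an estimated correlation), genes of Crym-expressing astrocytes were enriched in 110 of 124 (median 1.52, adjusted p = 9.35e-22, adjusted p = 0.236 with an estimated correlation). The depletion of microglia (adjusted p = 2.88e-10, adjusted p = 0.103 with an estimated correlation) and endothelial genes (adjusted p = 2.03e-07, adjusted p = 0.111 with an estimated correlation) stood beside that of mitochondrially encoded transcripts (12 of 12 lower, median -4.69, adjusted p = 2.03e-07, adjusted p = 0.196 with an estimated correlation). All genes of the mitochondrial chromosome, with the ribosomal RNAs that the list leaves out, took 5.81% ± 0.451 of counts in Control Input and 0.127% in Control IP (SD, n = 4). Ependymal genes were higher in 8 of 8 (median 2.27, adjusted p = 0.00729, adjusted p = 0.402 with an estimated correlation). So were interferon genes in 16 of 17 (median 1.78, adjusted p = 0.00689, adjusted p = 0.556 with an estimated correlation) and GABA genes in 15 of 19 (median 1.02, adjusted p = 9.90e-05, adjusted p = 0.236 with an estimated correlation). Nuclear long non-coding RNAs were lower in 8 of 9 (median -2.12, adjusted p = 9.56e-05, adjusted p = 0.217 with an estimated correlation) and ribosomal protein genes in 71 of 81 (median -0.67, adjusted p = 1.51e-12, adjusted p = 0.196 with an estimated correlation). The thyroid hormone list had a median of 0.16 (adjusted p = 0.0893), which turned below 0 with upper quartile or library-size scaling.

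**Figure D5:**
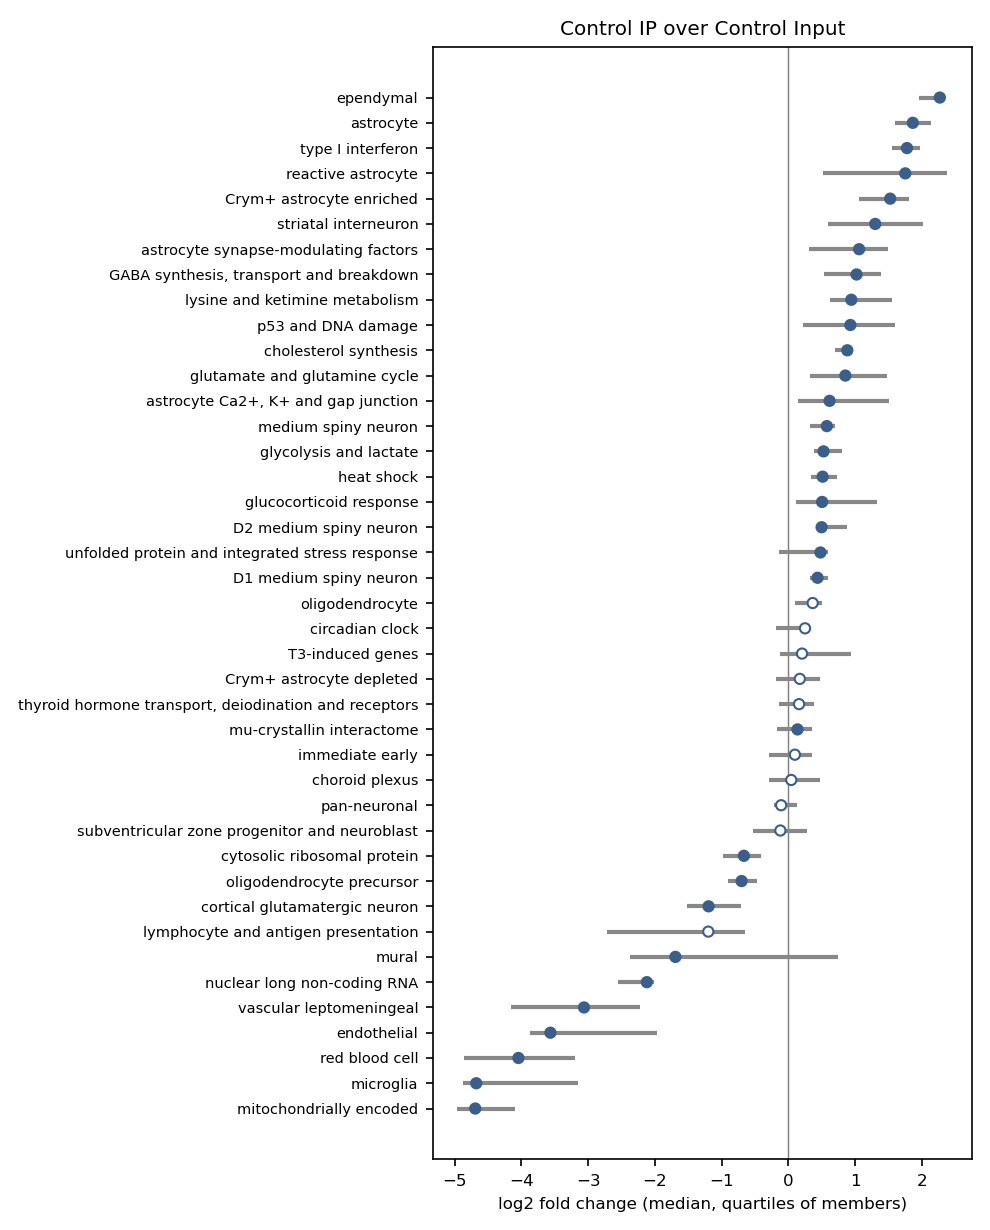
Median log2 ratio of Control IP over Control Input with quartile bars for each fixed gene list; filled points passed camera with the preset correlation and open points did not. Astrocyte markers stood at 1.86, microglia markers at -4.68 and mitochondrially encoded transcripts at -4.69.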

Values the study reported

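The study reported that 75% to 94% (average 87.6%) of reads mapped uniquely. It gave an approximately 80% reduction of μ-crystallin protein in striatal astrocytes after the guide RNAs against Crym. Crym was the only gene, 1 in all, that it counted as differentially expressed among IP-enriched astrocyte genes.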

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

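The tests of Abca14 and of Rpl22 in this part were chosen only after the result was seen. So were the permutation test of Nts and the test between the sexes, and no permutation test of IP minus Input was planned. The comparison of libraries within groups, and that of IP with Input in limma, was fixed in advance.

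Abca14 rose in all 4 Crym KO mice next to the edited gene, and its Crym KO difference was higher by 1.70 on the log2 scale in IP than in Input (limma adjusted p = 1.00), a value that rests on Control counts of 0 to 3 per library and so depends on how counts near 0 are handled. A change of the whole neighbourhood is argued against by the median size of 0.0651 of the other tested genes within 500 kb. Abca14 had a log2 ratio of IP over Input of 1.72 (SE 0.30) in Crym KO mice. This argues against cells depleted by the pull-down, such as microglia, as the whole source. It does not set astrocytes apart from other cells, as ependymal and striatal interneuron lists had medians of 2.27 and 1.30 in Control IP over Input. A candidate explanation that stays open is that the edited Crym locus drove transcription into Abca14, which was not tested because raw reads were not analysed here.

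Rpl22 rose in Crym KO IP with its copies, and its Crym KO difference was higher by 0.70 in IP than in Input (exact permutation over the mice p = 0.0286, the smallest possible; limma adjusted p = 1.00). A purer astrocyte pull-down as the whole cause is argued against by the upper quartile of 0.143 of the astrocyte markers, and a rise of ribosomal protein genes in general by the upper quartile of 0.0090 of the other ribosomal protein genes, both far below 0.93. The 4 copies, with 91.3% to 95.8% identity to Rpl22, moved as Rpl22 did, the largest difference being 0.787 of its SE (Gm13196), consistent with reads of Rpl22 counted for its copies. More of the Rpl22-HA vector in the Crym KO mice may also account for the rise and cannot be told apart from a rise of the mouse's own gene, because Rpl22 in Input was higher by 0.23 (0.234, SE 0.124), within 2 SE of 0, and the counts hold no vector sequence. A biological effect of Crym loss on Rpl22 stays open and was not tested.

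A pair of other genes had unlike Crym KO values in the fractions, though limma called neither. The permutation tests of Nts and Rpl22 followed their calls in IP, and that of Crym was not planned. All of them reuse the IP values, so a small p is favoured. The Crym difference was lower by 1.19 in IP than in Input (-1.19) and that of Nts by 1.06 (-1.06), each with p = 0.0286 in the exact permutation test and an adjusted p = 1.00 in limma. Uggt2, a glycoprotein quality-control enzyme, differed in its Crym KO effect between males and females, by 1.30 in IP (limma adjusted p = 6.65e-05) and 1.63 in Input (adjusted p = 1.83e-06). Its Input level was 64.2, 64.8, 37.1 and 37.5 CPM in Control mice 1 to 4 and 38.0, 39.5, 72.6 and 66.0 CPM in Crym KO mice 1 to 4. Uggt2 was the 1 gene of its kind in each fraction, with 601 genes in IP and 579 in Input at an unadjusted p under 0.05. Each sex of a genotype had 2 mice, and IP and Input came from the same mice. A difference of the sexes can therefore not be told apart from other differences between these mice.

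Within groups, 12 of the 212 sets of 4 libraries examined had 1 library far from the other 3, where chance singles out about 1 in 20, or 10.6 sets. Control mouse 4 held 578 CPM of Ttr in Input against 0.875 to 7.06 CPM in the other Control mice, and 142 CPM in IP against 1.14 to 9.56 CPM. Control IP 4 also had 0.956% of counts in ribosomal RNA genes against 0.0681% to 0.0952%, and Crym KO IP 4, of the same number, had 0.556% against 0.0779% to 0.171% in the other Crym KO IP libraries. Control Input 4 had a ribosomal protein score of 0.0742 against -0.0160 to -0.00695. Crym in Crym KO Input 1 was 52.5 CPM against 41.0 to 42.4 CPM. Abca14 in Control Input 3 was 0.0516 CPM, or 3 counts, against 0 in the other Control mice. Nts was 5.53 CPM in Control Input 1 against 7.93 to 8.37 CPM, and 9.18 CPM in Crym KO Input 3 against 6.33 to 6.68 CPM. The mural score of Crym KO Input 3 was 0.0261 against 0.0892 to 0.0952, and the GABA score of Control Input 2 was -0.0259 against 0.0394 to 0.0507. The astrocyte calcium, potassium and gap junction score of Crym KO Input 2 was 0.0248 against -0.0272 to -0.0244, and the interactome score of Crym KO IP 3 was 0.0630 against -0.0100 to -5.53e-06.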

How the results depend on the processing

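Leaving out Control mouse 4 and fitting the sexes apart were tests chosen only after the result was seen. No named gene past the threshold turned its direction in any alternative. Among named genes not past it the sign turned in 35 refits in IP, 29 in Input and 2 in Control IP against Input, and the medians of some lists turned with the scaling. Crym in IP kept its direction in 23 alternatives and passed in 20, with -1.70 to -1.38 leaving out 1 library; it missed with only the groups compared (-1.52), in females (-1.30) and in males (-1.74). Crym in Input never passed (0 of 23, -0.50 to -0.17; -0.42 to -0.26 leaving out 1 library). The number of IP genes was 71 with DESeq2, 2 with only the groups compared, 15 with sex and 34 with the first principal component as a covariate, 43 with the block, 61 without Control mouse 4, 3 in females and 1 in males, and 6 to 36 leaving out 1 library. IP-enriched genes numbered 72 with the block, 76 with the principal component, 107 without Control mouse 4, 1 in males and 5 to 105 leaving out 1 library. For Input the count was 47 with DESeq2, 7 with no filter, 1 with the filter at 1 CPM, 0 with only the groups compared (2270 at an unadjusted p under 0.05 in limma), 15 with the block, 1 with the principal component, 1 without Control mouse 4, 1 in females, 1 in males and 0 to 3 leaving out 1 library. For the difference between IP and Input it was 2 with DESeq2, 1 without Control mouse 4 and 0 to 1 leaving out 1 mouse. The cause of these differences was not tested.

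The correlation of Crym KO changes in IP and Input was 0.144 with no filter, 0.540 with the filter at 1 CPM and 0.302 to 0.375 leaving out 1 mouse, the first having more genes of few counts. Lists past the threshold numbered 0 with an estimated correlation in all 3 comparisons and 0 by fry in IP and Input, 12 to 21 in IP, 10 to 15 in Input and 30 to 32 in Control IP against Input leaving out 1 library or mouse. IP against Input gave 12514 to 17179 genes in Control and 12261 to 17054 in Crym KO over all alternatives, 14564 to 14961 and 14255 to 14736 leaving out 1 mouse. Of 168 refits of the named genes called in IP, 29 lost the call and 0 changed sign. The block ended the Input calls of the clock (adjusted p = 0.0800) and ribosomal protein lists (0.0781), gave IP calls to the choroid plexus (0.00106), ependymal (0.0197), interactome (0.0441), nuclear RNA (0.00261) and reactive astrocyte lists (0.0179), and changed no other list call. With an estimated correlation these 5 had an adjusted p = 0.416, 0.591, 0.592, 0.459 and 0.614. Depth limits the genes under 1 CPM, Ighv1-50 and, in Input, Abca14 among them.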

Other observations

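The thalamus genes, the block on the splits, the even splits and the sex differences below are tests chosen only after the result was seen, apart from the upper quartile of the further thalamus markers, a test written before their values were looked at, and the 35 splits, which were planned. The tests of a single Control mouse and of a loss in the astrocytes were written after those values were seen. Leaving out Control mouse 4 was also chosen then.

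Further gene groups moved in bulk striatum between the genotypes. Genes depleted in Crym-expressing astrocytes were slightly higher (median log2 fold change 0.06, 34 of 50 positive, adjusted p = 0.0228, adjusted p = 0.619 with an estimated correlation), as were endothelial genes (0.08, 10 of 13, adjusted p = 0.0333, adjusted p = 0.645 with an estimated correlation), where the angiopoietin receptor Tek (0.23) was higher when adjusted over the list alone, and cholesterol-synthesis genes (0.05, 17 of 18, adjusted p = 0.0284, adjusted p = 0.735 with an estimated correlation). Clock genes (-0.08, 12 of 16 negative, adjusted p = 0.0418, adjusted p = 0.619 with an estimated correlation) and ribosomal protein genes (-0.03, 51 of 81 negative, adjusted p = 0.0416, adjusted p = 0.833 with an estimated correlation) were slightly lower. Each of these 5 calls was lost without 1 of several libraries: the first without Control Input 2 or Crym KO Input 3 (adjusted p up to 0.191), endothelial without Control Input 2 or Crym KO Input 3 or 4 (up to 0.502), cholesterol without Control Input 1 or 3 or Crym KO Input 2 or 4 (up to 0.417), clock without Control Input 1, 2 or 3 or Crym KO Input 1, 2 or 4 (up to 0.212) and ribosomal protein without Control Input 4 or Crym KO Input 2 or 4 (up to 0.697). In IP the choroid plexus (-0.55, adjusted p = 0.0712), reactive astrocyte (-0.04, adjusted p = 0.0618) and Crym-depleted astrocyte lists (0.01, adjusted p = 0.441) did not pass.

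Neuronal lists went both ways in the pull-down. In Control IP against Input, pan-neuronal genes did not pass (median log2 ratio -0.11, 4 higher and 5 lower of 14, adjusted p = 0.769), while striatal interneuron genes had 1.30 (adjusted p = 0.00634, adjusted p = 0.217 with an estimated correlation), medium spiny neuron genes 0.58 (adjusted p = 0.0177, adjusted p = 0.533 with an estimated correlation) and cortical neuron genes -1.20 (adjusted p = 0.0342, adjusted p = 0.468 with an estimated correlation). Reactive astrocyte genes (1.75, adjusted p = 0.00316, adjusted p = 0.533 with an estimated correlation), synapse-modulating factors (1.06, adjusted p = 0.000137, adjusted p = 0.217 with an estimated correlation) and cholesterol synthesis (0.88, adjusted p = 2.03e-07, adjusted p = 0.217 with an estimated correlation) were higher. Lower were oligodendrocyte precursor (-0.70, adjusted p = 0.00729, adjusted p = 0.236 with an estimated correlation), vascular leptomeningeal (-3.06, adjusted p = 0.000501, adjusted p = 0.217 with an estimated correlation) and red blood cell genes (-4.04, adjusted p = 0.00335, adjusted p = 0.251 with an estimated correlation).

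Genes of the thalamus, which lies beside the striatum, had lower values in Crym KO Input, and 12 of them, named after their values were seen, had a median of -1.05 in Input and -0.45 in IP, with 0 past the adjusted threshold in limma and 12 at an unadjusted p under 0.05. Among them were the kinase gene Prkcd (49.5 to 12.2 CPM) and the glutamate transporter Slc17a6 (45.5 to 23.1 CPM), whose log2 fold change was larger in IP (-1.61) than in Input (-0.92). Thalamic tissue in the Control dissections may account for this, since 12 further thalamus markers had an upper quartile of -0.152 (median -0.28, 10 of 12 negative, camera p = 0.0341 with an estimated correlation), although 11 of these lay above 1 CPM in Crym KO Input, so the striatum samples held them too. Tissue from a single Control mouse is argued against by the upper quartile of these further markers, which was at most -0.0403 without any 1 Control mouse (medians -0.41 to -0.24), though their scores were uneven, with 0.544 and 0.292 in Control Input 1 and 4 and -0.0353 and -0.0214 in Control Input 2 and 3. A loss in the tagged astrocytes stays open, as the lower quartile of 0.0295 of the further markers' IP minus Input differences lay within their median SE of 0.138, and so does another biological difference between the genotypes, which was not tested.

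Xist, which silences an X chromosome in females and is named here after its values were seen, was 123 and 171 CPM in the female Control IP libraries and 62.1 and 79.1 CPM in the female Crym KO IP libraries (194 and 215 against 161 and 159 CPM in Input), and with the replicate number as a block it was lower in Crym KO IP (-1.05, adjusted p = 0.000664; without the block adjusted p = 0.986). Xist had 0 and 2 counts in the male Control IP libraries and 1 and 2 in the male Crym KO IP libraries. Its difference rests on the females alone, while its p-value drew on the spread of all 16 libraries and so overstates the replication. Ddx3y was 0.882 to 1.56 CPM in the libraries of female mouse 1 of both genotypes, against 93.0 CPM or more in males. Without both libraries of Control mouse 4, 20 lists passed in IP with the preset correlation, with interferon genes at -1.31 (adjusted p = 1.38e-20, adjusted p = 0.284 with an estimated correlation). In Input 11 passed, among them interferon (adjusted p = 1.47e-12, adjusted p = 0.571 with an estimated correlation) and lymphocyte genes (adjusted p = 5.22e-12, adjusted p = 0.110 with an estimated correlation). With the block, 16 interferon genes were lower in Input when adjusted over the list alone (list adjusted p = 2.62e-15, adjusted p = 0.378 with an estimated correlation) and 10 medium spiny neuron genes higher (adjusted p = 7.73e-12, adjusted p = 0.378 with an estimated correlation).

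Other splits of the mice gave gene counts, IP lists and a correlation as large as the real ones between genotypes, so chance could not be excluded for these. Of 35 splits of the 8 mice into 4 and 4, as many genes as the real 7 came in 5 for IP (highest other 724), as many as the real 6 in 10 for IP-enriched genes (highest other 601) and as many as the real 2 in 3 for Input (highest other 14). For the difference between IP and Input the real count was 0, which all 35 splits reach whatever the data (highest other 2), so the splits say nothing about it. For lists, the real 15 in IP was reached in 7 splits (highest other 19), and the correlation of 0.360 in 4 (highest other 0.440, the split by sex). The real 16 lists in Input were reached in 2 of 35 (highest other 16), but the other of these held 3 mice of 1 genotype on a side and so part of the real contrast, while the 18 even splits, with 2 mice of each genotype on a side, gave at most 12 and are too few for a share under 0.05. The split with 724 genes set Control mice 1 and 4 and Crym KO mice 2 and 4, with astrocyte scores in IP of 0.139, 0.0568, 0.190 and 0.141, against mice with 0.0137 or less. So many genes point to a structure of the samples, but the scores were looked up for this split alone and whether the purity of the pull-down accounts for it was not tested. The split by sex gave 16 genes in IP and 14 in Input. Among the 8 splits that part all 4 same-number pairs, as the real one does and the others do not, the highest other counts were 1 gene in IP, 0 of the IP-enriched genes (limma), 2 in Input, 17 and 10 lists, and a correlation of 0.245. With the replicate number as a block these 8 gave 43 real genes in IP against 2, 72 IP-enriched genes against 38 and 15 genes in Input against 1, but 8 splits are too few for a share under 0.05. For IP against Input the real 15540 genes in Control were reached in 1 of 35 splits (highest other 0). The real 15291 in Crym KO were also reached in 1 (highest other 0). Every other split mixed IP and Input libraries on a side, which widens the spread within groups. The 18 even splits are too few for a share under 0.05, so the splits do not exclude chance for these counts. The real 31 lists in Control were reached in 3 of 35 (highest other 32), but the other 2 held 3 libraries of 1 fraction on a side, while the 18 even splits gave 1 to 10 and are again too few for a share under 0.05.

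Here 6 IP-enriched genes passed the threshold between Crym KO IP and Control IP. That is more than the count quoted from the study above, but 5 of the 6 were Rpl22 and 4 copies that moved as it did, and the count was 5 to 105 leaving out 1 library. The counts were also not made alike. The study gave a fold threshold for enrichment, named a RefSeq gene model and listed ComBat for batch correction. Here enrichment also needed an adjusted p, the table held Ensembl identifiers and ComBat was not run.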
